A study of Mus musculus with 2 samples.

How the data were processed

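Single-cell RNA was measured in neurons of the mouse spiral ganglion, the ganglion that carries signals from the cochlea to the brain, in 2 libraries. Per the labels, mice carried the Ai14 tdTomato reporter and a tamoxifen-inducible Cre recombinase at *Runx1*, and received tamoxifen on postnatal day 1. The control library (iCON) came from mice with this driver alone, and the iCKO library from mice that also carried a floxed *Runx1* allele. Per the labels, cochlear tissue of both sexes was taken on postnatal days 27 to 29, dissociated with enzymes and sorted for tdTomato, and libraries were made with the 10x Genomics 3′ assay v3. The aligner, the counting, the genome build and the filters on cells and genes are not stated in the labels or file headers. The number of animals per library is also not stated.

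The deposited expression table holds the natural log of 1 plus CPM (counts scaled to a fixed total) in each cell, over the genes listed. This unit was settled from the values, not from a header. In all 869 cells the linear values summed to the total that CPM values require, and 100% of the nonzero values lay within 1e-06 of a whole number of that cell's smallest step. Whole UMI (unique molecular identifier) counts were therefore computed for each cell. Any UMIs of unlisted genes are outside these totals. The deposited cell annotation holds another kind of value, a text label that assigns each cell barcode to one of the libraries. No column was left without a library. The table lists 14425 genes, each detected in at least 3 cells, and the lowest number of genes detected in a cell was 4999. No gene with a name of the mitochondrial series is listed, so the mitochondrial share of a cell was not analysed here.

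The level of a gene was the mean over cells of its UMIs per 10000 UMIs. Ratios are log2 of the iCKO mean over the iCON mean, with a pseudocount of 0.05 added to each mean. With 1 library per group no test was run, no p-value or standard error was computed and no number of changed genes is given. Exact Poisson and binomial (Clopper-Pearson) intervals at 95% describe counting error only, and do not cover differences between animals or between library preparations. Intervals for a ratio of UMIs refer to the ratio of summed UMIs, without the pseudocount. A count of 0 was given the upper limit that 3 counts allow. Where shares of cells with a UMI are compared, each cell was thinned at random to 20000 UMIs, which left 454 iCON and 405 iCKO cells and left out 8 and 2 cells that were too shallow.

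Cells of both libraries were clustered together with scanpy 1.11.5 and leidenalg 0.10.2. The settings were 2000 variable genes, 20 principal components, 15 neighbours and a resolution of 0.5. *Runx1* and all genes of the fixed marker lists were left out of the clustering. A cluster took the name of the list (Ia, Ib, Ic or type II) with the highest mean log2 ratio over the other cells, if that mean exceeded 0.5 and lay more than 0.5 above that of every other list. At least 3 markers of the list also had to be detected in 10% of the cells. Among the 10 leading genes of the cluster, at least 1 had to be a marker of the list, and no other list could have more. The margin of 0.5 was set after the values were seen, so the shares of unnamed cells are given. A control-reference assignment was the main alternative, in which the iCON cells were clustered alone and every cell took the control cluster with the highest Spearman correlation. Another alternative, the marker score, gave each type I cell the list with the highest mean z-score. Scrublet, as built into scanpy, called as doublets 2 of 462 iCON and 4 of 407 iCKO cells. They were kept, and left out in an alternative.

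Gene lists were fixed before the data were examined, as were the comparisons, the rule for named genes and most of the alternative settings. The subtype lists were *Calb2*, *Rxrg* and *Pcdh20* for Ia, *Calb1*, *Lrrc52* and *Ttn* for Ib, *Lypd1*, *Pou4f1*, *Grm8* and *Ntng1* for Ic, and *Prph*, *Gata3*, *Th*, *Plk5*, *Smad3* and *Etv4* for type II. Further lists stood for neurons, Schwann or satellite glia, myeloid cells, neutrophils, B cells, erythroid cells, fibroblasts or bone, endothelium, hair cells and the response to dissociation. Of the 77 genes in these lists and the sex-linked genes, 57 are in the table. Lists of 50 genes per control subtype were taken from iCON cells alone. A list's median log2 ratio was placed among 10000 random lists of the same size, drawn from the 100 genes nearest in mean expression to each member. That percentile describes these 2 libraries. Besides the lists, the named genes were the 10 with the highest and the 10 with the lowest ratio among genes with a mean of at least 0.5 per 10000 and detection in at least 25% of cells in a library, leaving out the sex-linked genes. Of these genes, 1 is not reported here.

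Cells were divided by sex-linked RNA, into those with *Xist* and no Y-linked gene and those with a Y-linked gene and no *Xist*. They were also divided by the sum of 4 myelin genes, at 2 per 10000 UMIs. Both are properties of the cells found in these data. Gene coordinates are those of GENCODE M21 on GRCm38 for the symbols of the table, and 13855 of the 14425 symbols matched. Sequence similarity of *Gm1821* was searched with BLAST 2.17.0+ against the transcripts of the same annotation.

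The procedures were tested on simulated data drawn from the real means and library sizes. With 200 changed genes among 14425, the median error of the log2 ratio was 0.01 and the largest 0.41. All of the 20 most extreme genes were among the changed ones, and the 95% intervals held the true ratio for 94.9% of 3361 unchanged genes. Of 100 lists of 50 unchanged genes, 3 fell outside the central 95% of random lists. In the test of subtype naming, 100% of the simulated cells were named as drawn. These cells were drawn only from the named control classes, with the same profiles in both libraries. The test therefore does not cover unnamed or intermediate cells, or clusters that differ by library. All simulated counts had Poisson error only, so the share of intervals that held the true ratio is for such error alone. Alternatives covered the clustering settings, the assignment of cells, the pseudocount, the scaling, the gene minimums, depth, doublets, sex and myelin-gene RNA. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.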

Results

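Gene expression was compared between tdTomato-sorted spiral ganglion neurons of control mice and of mice with a floxed *Runx1* allele, with 1 library per genotype. The library labelled iCON held 462 cells and 22011292 UMIs, and the library labelled iCKO held 407 cells and 13743824 UMIs. The median depth was 49725.5 UMIs per cell in iCON (range 16168 to 93322) and 33602 in iCKO (range 18582 to 79487). The median number of detected genes per cell was 7183.5 in iCON and 6244 in iCKO. Every difference given here is between 2 libraries and has no replicate check. Cells of a library are not replicates of its genotype.

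The first comparison was the level of the targeted gene, *Runx1*, in each library. *Runx1* (GRCm38 chromosome 16, 92601466 to 92826149, minus strand) was not lower in the library labelled iCKO. Its mean was 0.867 per 10000 UMIs in iCON and 1.12 in iCKO, a log2 ratio of 0.36. The summed UMIs were 1940 and 1517, and the counting interval of their log2 ratio was 0.23 to 0.42. After thinning to equal depth, 68.1% of iCON cells (63.6 to 72.3) and 76.3% of iCKO cells (71.8 to 80.4) held a *Runx1* UMI. Before thinning the shares were 80.7% and 84.0%. None of the 37 type II-like cells of both libraries held a *Runx1* UMI among their 1083048 UMIs, which allows up to 0.0277 per 10000. The median depth of that cluster was 28282 UMIs. Among the alternatives for this level, equal weights for Ia-like, Ib-like and Ic-like cells moved the log2 ratio most, to 0.62. It was 0.29 in type I cells, 0.33 in cells with *Xist* and no Y-linked gene and 0.40 in cells with a Y-linked gene and no *Xist*. The measured RNA therefore did not separate the labels in the direction of a deletion, and a 3′ assay does not tell an intact transcript from one that lacks an internal exon. The libraries are named here by their labels, and no direction below rests on a measured loss of *Runx1* RNA.

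The series title names neuron diversity, and the next comparison was the make-up of the sorted neurons. Cells were sorted for tdTomato under a Cre recombinase at *Runx1*, so the shares describe sorted cells and not the whole ganglion. Clustering without the marker genes gave 8 clusters. In all of them at least 5 of the 6 neuron markers were detected in 90% of cells or more. Type I cells numbered 432 in iCON and 400 in iCKO. Ia-like cells were 22.2% of type I cells in iCON (18.4 to 26.4) and 35% in iCKO (30.3 to 39.9). The difference was 12.8 percentage points, with a counting interval of 6.48 to 18.997. Ib-like cells were 30.1% (25.8 to 34.7) and 3.0% (1.56 to 5.18), a difference of -27.1 points. Ic-like cells were 32.2% (27.8 to 36.8) and 16.5% (13.0 to 20.5), a difference of -15.7 points. Cells in unnamed clusters were 15.5% of type I cells in iCON and 45.5% in iCKO, so part of these differences can lie in which clusters received a name. Of the unnamed clusters, cluster 5 held 1 iCON and 102 iCKO cells, and cluster 2 held 66 and 80 cells, of which 91.1% had low myelin-gene RNA. Cluster 5 had mean log2 ratios of 0.56 for the Ia list, -0.12 for the Ib list and -0.30 for the Ic list. It stayed unnamed because 0 of its 10 leading genes were Ia markers. As Ia-like cells, its cells would raise the Ia-like share in iCKO further. Cluster 2 had mean log2 ratios of 0.69 for the Ic list and 0.57 for the Ib list, too close for a name. Named without a margin over the other lists it would be Ic-like, with Ic-like shares of 47.5% and 36.5%. The Ic-like class contained cluster 7, with 0 iCON and 46 iCKO cells. A cluster almost entirely from 1 library may be that library and not a cell type. The leading genes of the Ib-like cluster included *Egr1*, a gene of the dissociation list, and 0% of its cells had low myelin-gene RNA.

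Among the alternatives for the Ia-like share, leaving the genes that follow the myelin genes out of the clustering moved the difference most, to 32.8 points. The control-reference assignment gave Ia-like shares of 20.8% and 45.2%, Ib-like shares of 20.6% and 9.25%, and Ic-like shares of 33.8% and 20.5%. Under that assignment 24.8% and 25% of type I cells stayed unnamed. The marker score, which leaves no cell unnamed, gave 21.8% and 41.8% for Ia, 32.9% and 25.5% for Ib, and 45.4% and 32.8% for Ic. After thinning, the marker score gave an Ia-like difference of 20.03 points, an Ic-like difference of -14.1 points and an Ib-like difference of -5.96 points (-12.3 to 0.412), which is within counting error. Among settings changed one at a time, the Ib-like difference moved most at a resolution of 1.0, to -0.796 points (-4.74 to 3.19), which is within counting error. The Ic-like difference moved most, and changed direction, in Y-linked cells with at least 5 *Gm1821* UMIs, where it was 5.66 points on 24 iCKO cells.

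The libraries differed in sex make-up and in myelin-gene RNA, so the shares were also compared within these groups of cells. Within *Xist* cells the Ia-like share by clusters was 27.03% in iCON and 32.9% in iCKO, a difference within counting error (-2.28 to 13.8 points). In these cells the difference was 19.2 points by the control-reference assignment (10.8 to 27.2) and 16.7 points by the marker score (8.29 to 24.8), and both intervals exclude 0. Within Y-linked cells the share by clusters was 16.8% and 44.0%. Within cells with low myelin-gene RNA it was 32.6% and 47.6%, and within cells with high myelin-gene RNA it was 19.7% and 27.8%. The Ib-like difference by clusters was -20.6 points in *Xist* cells and -31.9 points in Y-linked cells. By the control-reference assignment it was 3.41 points in *Xist* cells (-1.64 to 8.13) and -29.5 points in Y-linked cells. The lower Ib-like share thus did not hold in *Xist* cells under that assignment. By the marker score the Ib-like difference was -1.44 points in *Xist* cells (-9.09 to 5.99) and -6.57 points in Y-linked cells (-19.5 to 7.20). Each of these is within counting error. The Ia-like difference by the marker score was 4.43 points in cells with low myelin-gene RNA (-9.21 to 17.5), also within counting error. It was 24.6 points in cells with high myelin-gene RNA (17.0 to 32.1).

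**Figure D1:**
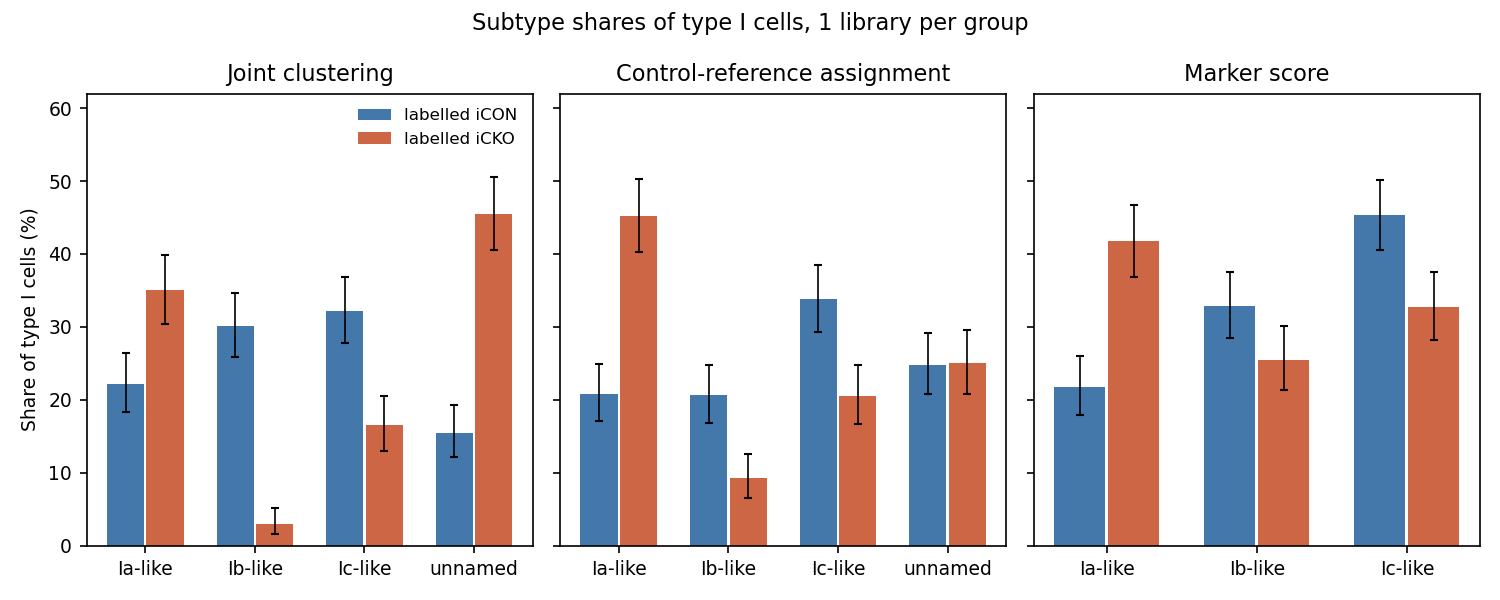
Share of type I cells (%) given to each subtype in the library labelled iCON and the library labelled iCKO, by each of the assignments of cells; bars are shares of 432 and 400 cells and error bars are exact 95% binomial intervals for counting error only. The Ia-like share is higher in iCKO under each assignment shown (35% against 22.2% by clusters), and the unnamed share by clusters is 45.5% against 15.5%.

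The levels of the fixed subtype markers over all cells answered the same question without naming cells. The Ia list had a median log2 ratio of 0.68, with all 3 genes higher in iCKO, and lay at the 100th percentile of matched random lists. *Calb2* (chromosome 8, 110137502 to 110168210, minus strand) rose from 58.1 to 133 per 10000, a log2 ratio of 1.19. *Rxrg* had a ratio of 0.68 and *Pcdh20* of 0.03. The ratio of *Pcdh20* was -0.69 in *Xist* cells and 1.96 in Y-linked cells. Type II-like cells held 260 of the 456 *Pcdh20* UMIs of iCON and 42 of the 366 of iCKO. All 30 type II-like cells of iCON were *Xist* cells and all 7 of iCKO were Y-linked cells. The *Pcdh20* ratios therefore depend on type II-like cells. With Ia-like, Ib-like and Ic-like cells weighted equally, the *Pcdh20* ratio was 0.40. The Ib list had a median of 0.19 at percentile 97.43, with a counting interval of -0.01 to 0.41 that includes 0. Its members went both ways. *Calb1* (chromosome 4, 15881264 to 15908064, plus strand) had a ratio of 1.34, *Lrrc52* of 0.19 and *Ttn* of -1.03. The Ic list had a median of -0.31 (-0.43 to -0.26) at percentile 0.47. *Lypd1* (chromosome 1, 125867622 to 125913101, minus strand) fell from 16.0 to 10.3 per 10000, a ratio of -0.64. *Grm8* had a ratio of -0.39, *Ntng1* of -0.23 and *Pou4f1* of 0.04. Among the alternatives for the Ia list, restriction to cells with low myelin-gene RNA moved the median most and gave -0.01. In the type I cells among them it was 0.42. The Ib list changed direction in Y-linked cells, to -1.07, against 0.76 in *Xist* cells.

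Lists of 50 genes defined in iCON cells alone gave a comparison on more genes. The list of control Ia-like cells had a median log2 ratio of 0.42, with 45 genes higher in iCKO, at the 100th percentile. The list of control Ib-like cells had a median of -0.15, with 33 genes lower, at percentile 0.08. Of its genes, 12 followed the myelin genes, and its median without them was -0.02. The list of control Ic-like cells had a median of -0.28, with 43 genes lower, at percentile 0. When lists were taken from a random part of the iCON cells and levels from the remaining ones, the medians were 0.43, -0.15 and -0.34. The largest move in the Ia-like list came in Y-linked cells, where it was 0.61. The Ib-like list changed direction in *Xist* cells, to 0.09, and was -0.49 in Y-linked cells.

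Single genes were then compared over all cells. Among the 3761 genes past the minimum, the log2 ratio had a median of 0.01, and the central 95% of genes ran from -0.53 to 0.45. The highest ratio was that of *Sh3bgr* (chromosome 16, 96200450 to 96228935, plus strand), which rose from 0.331 to 1.46 per 10000, a ratio of 1.99. The next were *B3gat1* (1.41; chromosome 9, 26733728 to 26763101, plus strand), *Calb1* (1.34), *1700026D08Rik* (1.33), *Calb2* (1.19), *Mdga1* (1.03), *Gnal* (0.97), *Col27a1* (0.94), *Tmem229b* (0.92) and *Fbll1* (0.90). The symbol *1700026D08Rik* is not among the GENCODE M21 names. Each of these 10 genes kept its direction in the 10 settings run for single genes.

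The lowest ratio was that of *Gm1821* (chromosome 14, 46084028 to 46085000, plus strand), annotated as a transcribed processed pseudogene. It fell from 9.47 to 0.493 per 10000, a ratio of -4.13. Its level is uncertain, since its transcript matched *Ubb* at 97.7% identity over 617 of 750 nucleotides. At least 5 *Gm1821* UMIs were present in 99.6% of *Xist* cells and 78.7% of Y-linked cells of iCON, and in 0% of *Xist* cells and 29.3% of Y-linked cells of iCKO. Other genes among the 10 lowest were *Apoe* (-2.28; chromosome 7, 19696109 to 19699188, minus strand), *S100a13* (-1.67), *Ttn* (-1.03), *Med30* (-0.999), *Cxx1c* (-0.99), *Btbd9* (-0.98), *Mir6236* (-0.97) and *Palmd* (-0.96). *Cxx1c* is not among the GENCODE M21 names and belongs to a family of near-identical copies, so it is also uncertain. *S100a13* and *Apoe* were among the leading genes of the type II-like cluster, whose share differed between libraries. The cells of that cluster were all *Xist* cells in iCON and all Y-linked cells in iCKO. In Y-linked cells *S100a13* had a ratio of 2.496, *Palmd* of 1.80 and *Apoe* of 0.70, against -3.59, -2.16 and -3.18 in *Xist* cells. The set of genes with the lowest ratios moved most in Y-linked cells, which shared 2 of the 10. The set with the highest ratios shared 3 of 10 there, and 9 of 10 in *Xist* cells.

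**Figure D2:**
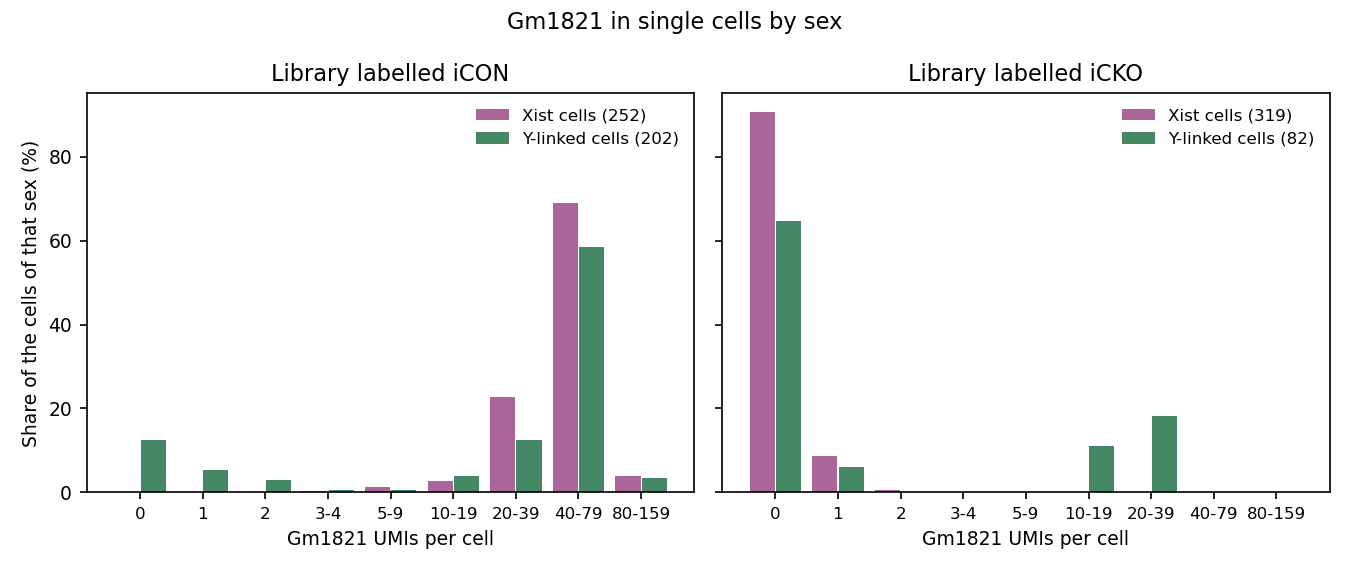
Share (%) of the cells of each sex group in each library by *Gm1821* UMIs per cell, drawn as bars, for cells with *Xist* and no Y-linked gene and for cells with a Y-linked gene and no *Xist*. The cells with at least 5 UMIs make up 99.6% of *Xist* cells in iCON and 0% in iCKO, and 78.7% and 29.3% of Y-linked cells.

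**Figure D3:**
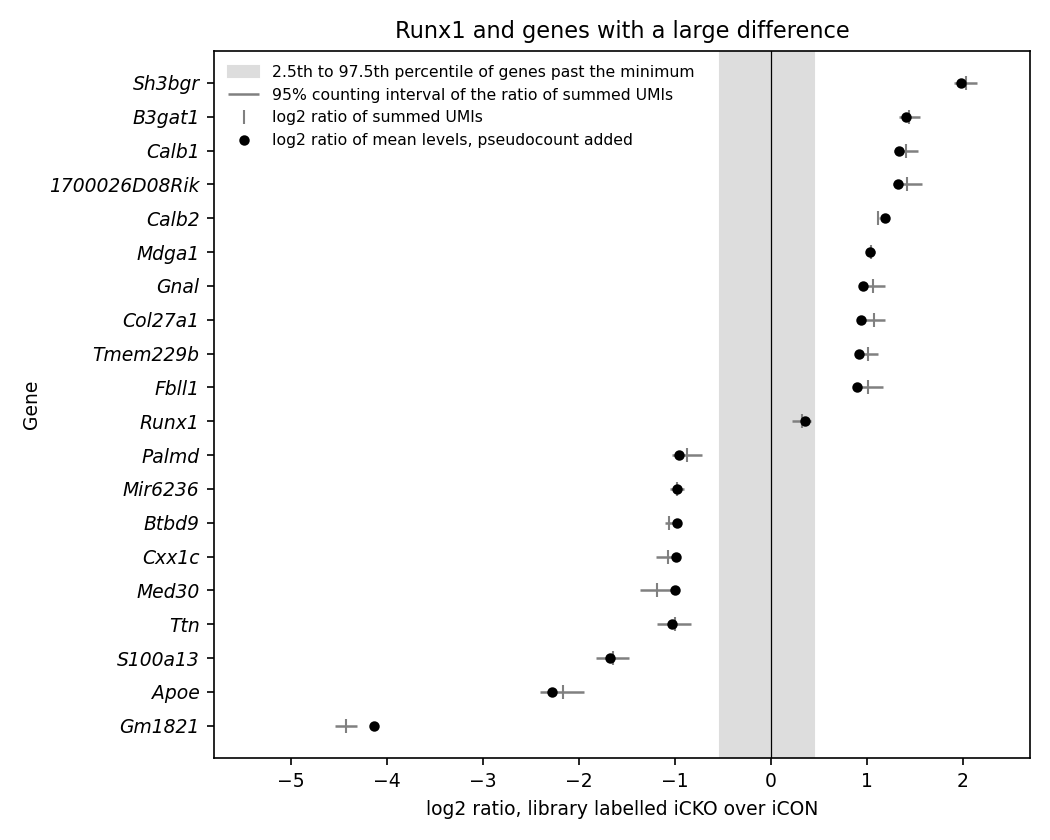
Log2 ratio, library labelled iCKO over library labelled iCON, for *Runx1* and the other genes named here by the size rule. Points are ratios of mean levels with the pseudocount, ticks with lines are ratios of summed UMIs with 95% counting intervals, and the grey band runs from -0.53 to 0.45, the central 95% of all genes past the minimum; *Runx1* (0.36) lies inside the band.

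Within named classes, the comparison asked whether cells of 1 class held the same marker levels in both libraries. The Ia-like class held 96 iCON and 140 iCKO cells, and the Ic-like class 139 and 66, of which 46 iCKO cells came from cluster 7. In Ic-like cells the Ia list had a median log2 ratio of 0.93, the Ib list of 0.37 and the Ic list of -0.19. *Calb2* rose there from 5.62 per 10000 (SD over cells 9.91) to 63.7 (SD 48.2), and its median over cells from 0.923 to 64.7. *Lypd1* fell from 41.8 to 25.8 and *Calb1* rose from 0.0533 to 0.658. By the control-reference assignment *Calb2* in Ic-like cells went from 6.81 to 48.7. In Ia-like cells the Ia list had a median of -0.14, the Ib list of -0.09 and the Ic list of -0.76. The Ib list there was 0.19 under the control-reference assignment and 0.37 by the marker score, and the Ia list -0.10 and 0.10. The Ic list changed direction under the control-reference assignment, to 0.71, and by the marker score, which uses these genes itself, to 0.86. By clusters, a few Ia-like cells of iCON resembled Ic-like cells, such as a cell with *Lypd1* of 40.6 and *Calb2* of 0.402 per 10000. Mean *Lypd1* in Ia-like iCON cells was 1.84 by clusters, with a median of 0, and 0.162 under the control-reference assignment. The lower Ic list by clusters can therefore lie in which iCON cells were placed in that class. *Calb1* rose in Ia-like cells from 0.118 to 1.53, a ratio of 3.23, and *Ntng1* from 0.378 to 0.766. *Runx1* in Ia-like cells was 0.192 in iCON and 0.948 in iCKO, a ratio of 2.05. Under the control-reference assignment it was 0.184 and 0.880. In Ib-like cells *Runx1* had a ratio of -0.03 on 12 iCKO cells, and in Ic-like cells of 0.34. A pseudocount of 0.01 took the Ia list in Ic-like cells to 2.07, since *Rxrg* and *Pcdh20* were near 0 there. The Ib-like class by clusters held too few iCKO cells for a comparison of lists. In Ib-like cells of the control-reference assignment, with 37 iCKO cells, the Ia list had a median of 1.41, the Ib list of -0.0319 and the Ic list of 0.64. By the marker score, with 102 iCKO cells, they had 1.23, 0.31 and 0.42.

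Type I cells were also divided by *Lypd1* alone, a division chosen after the values were seen. In cells with at least 10 *Lypd1* per 10000, the median *Calb2* level was 1.81 in 180 iCON cells and 43.2 in 126 iCKO cells. It was 0.660 and 44.4 in *Xist* cells, and 2.67 and 22.8 in Y-linked cells. In cells with less than 1 *Lypd1* per 10000 the medians were 69.2 and 189. Across type I cells of a library, *Calb2* and *Lypd1* had a Spearman correlation of -0.80 in iCON and -0.70 in iCKO, a relation across cells that are not independent replicates.

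**Figure D4:**
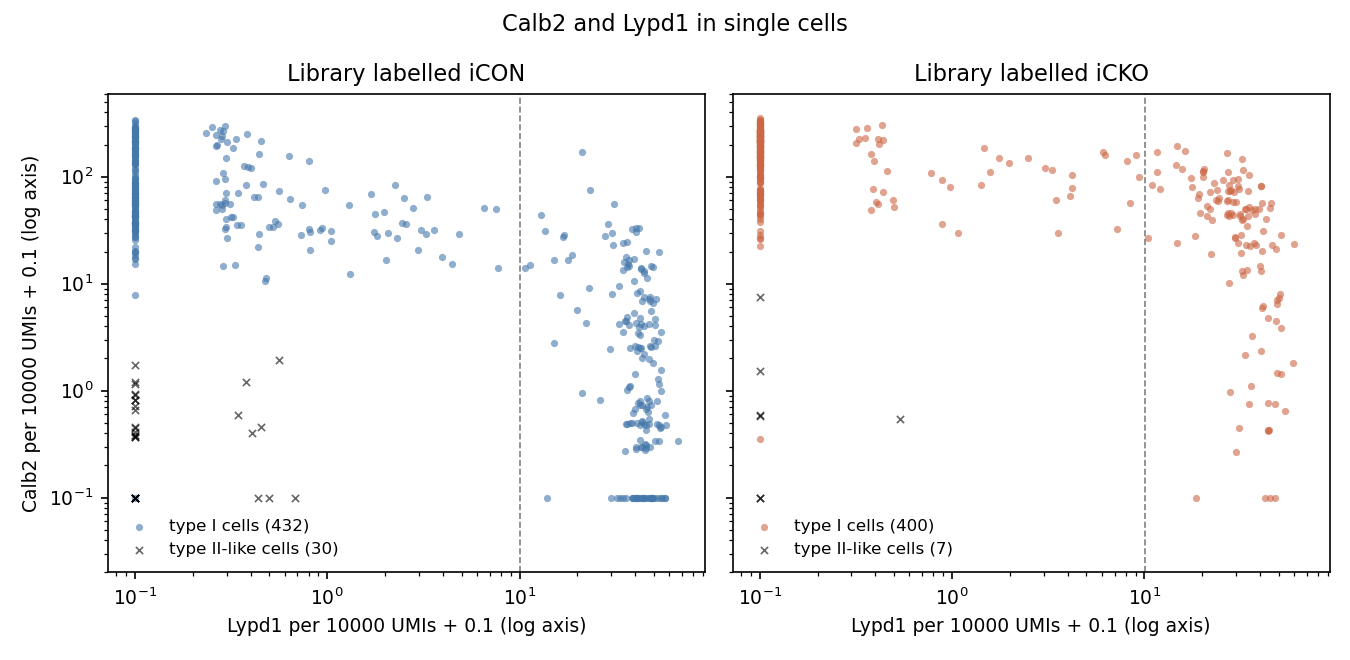
*Calb2* against *Lypd1* in single cells of each library, in UMIs per 10000 plus an offset so that zeros can be drawn, on log axes. Points are type I cells (432 and 400), crosses are type II-like cells (30 and 7), and the dashed line marks 10 *Lypd1* per 10000, to the right of which the median *Calb2* level is 1.81 in iCON and 43.2 in iCKO.

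The remaining lists describe other cells and RNA in the libraries. The neuron list had a median log2 ratio of 0.28 at percentile 99.91, and 4 of its 6 genes were higher in iCKO. The type II list had a median of -0.79 at percentile 0, and type II-like cells were 6.49% of iCON cells (4.42 to 9.14) and 1.72% of iCKO cells (0.694 to 3.51). The Schwann or satellite glia list had a median of -0.71 at percentile 0, with all 8 genes lower in iCKO. All 10 genes of the dissociation list were lower in iCKO, with a median of -0.23 at percentile 0.7, and its members *Hspa1a* and *Hspa1b* are near-identical copies and uncertain. The fibroblast or bone list had a median of -0.21 at percentile 1.17. The hair cell list had a median of 0.04 at percentile 86.9 and a mean of 0.80, because *Pcp4* had 1100 and 442 UMIs in 2 iCKO cells. Of the myeloid, B cell and endothelial lists, 1 gene each was listed. *Csf1r* had 3 UMIs in iCON and 2 in iCKO, *Cd79a* had 3 and 2, and *Cldn5* had 1 and 2. No gene of the neutrophil or erythroid lists is in the table.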

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

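In this part, the tests of attached glial cells and of depth for the myelin genes were written before their results were seen, and the tests of lost Y-linked counts, free glial RNA, sex make-up and differences among animals were chosen only after the results were seen.

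The sex of the cells, used in the comparisons only to divide them, differed between the libraries. Cells with *Xist* and no Y-linked gene were 54.5% of iCON cells and 78.4% of iCKO cells (74.1 to 82.3). Loss of Y-linked counts at the lower depth of iCKO would leave cells with neither kind of RNA, and only 0.491% of iCKO cells were such, against 1.08% of iCON cells. That argues against it. The labels say that both sexes were pooled and do not give the numbers of animals, so unequal numbers of animals or of cells per animal stay open. A link to the genotype also stays open and was not tested.

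Myelin-gene RNA was a signal outside the comparisons of subtypes that separated cells within each library. Cells with low myelin-gene RNA were 21.9% of iCON cells and 37.1% of iCKO cells (32.4 to 41.997). Free glial RNA, shared by all droplets of a library, would reach every cell, yet the median summed myelin-gene count of the low cells was 0 UMIs in the library where it was larger, against medians of 217 and 98 UMIs in the high cells of iCON and iCKO. Among the low cells 50.5% in iCON and 83.4% in iCKO held 0 myelin-gene UMIs. The lower depth of iCKO would shrink the difference once depths are equal, but after thinning the iCKO share was still 16.4 points above that of iCON. Attached glial cells or membranes should bring other glial RNA along. Of *Prx*, *Sox10*, *Fabp7* and *Apoe* in each library, 8 of 8 comparisons were higher in the type I cells with high myelin-gene RNA, and *Prx* went from 0.00636 to 0.755 per 10000 in iCON. This is consistent with glial material attached to some neurons during dissociation. By sex, the low share was 23.4% of *Xist* cells and 20.3% of Y-linked cells in iCON, and 33.5% and 53.7% in iCKO. Why the share differed between the libraries stays open, since dissociation and genotype each changed with the library.

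Type II-like cells came from opposite sexes in the libraries. They were 11.9% of *Xist* cells in iCON (30 of 252) and 0 of its 202 Y-linked cells, which allows up to 1.49%. In iCKO they were 0 of 319 *Xist* cells and 8.54% of Y-linked cells (7 of 82). The difference between the sexes was not tested. The sex make-up of the libraries cannot give this pattern, because the 0 among *Xist* cells of iCKO allows a share of only 0.940%, against 11.9% in *Xist* cells of iCON. The pooled type II-like shares of 6.49% and 1.72% came from cells of 1 sex in each library. Animals of a sex could differ in how many type II neurons were labelled or recovered. Such differences among the pooled animals cannot be told apart from an effect of genotype that differs by sex, because the animal of each cell is unknown.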

How the results depend on the processing

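The settings that divide cells by myelin-gene RNA or by *Gm1821*, that leave out the genes following the myelin genes, that use type I cells only, the doublet settings for shares, the naming of clusters without a margin, and 7 of the settings for *Runx1* were chosen after seeing the data. The others were planned. No paired analysis was possible because each group has 1 library and the results come from no test. Intervals of counting error served as the measure of a move. For lists and single genes the interval was widened where needed to include the reported value. The sets of genes with the largest differences have no interval, and were judged by how many named genes stayed shared. Where no cause is named below, the cause was not tested.

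Among settings changed one at a time, the Ia-like share was higher in iCKO in 20 of 20, with differences of 5.89 to 32.8 points. The Ib-like share was lower in 19 of 19, with differences of -33.8 to -0.796 points, and the Ic-like share was lower in 18 of 19. The setting's own counting interval excluded 0 in 18, 18 and 13 of these. It included 0 for the Ia-like difference in *Xist* cells and in Y-linked cells with at least 5 *Gm1821* UMIs, for the Ib-like difference at resolution 1.0, and for the Ic-like difference in 6 settings. Another assignment within a part of the cells did not always keep these directions. The Ib-like difference was 3.41 points by the control-reference assignment in *Xist* cells and 0.545 by the marker score in cells with low myelin-gene RNA, where the Ia-like difference was 4.43. The Ic-like difference was 1.67 in cells with low myelin-gene RNA by the control-reference assignment without the genes that follow the myelin genes. The counting intervals of these values include 0. *Runx1* was higher in iCKO in 12 of 12 settings, with log2 ratios of 0.29 to 0.62. Moved values were 0.62 with Ia-like, Ib-like and Ic-like cells weighted equally and 0.46 in cells with low myelin-gene RNA. The Ia list kept its direction in 11 of 12 settings, the Ib list in 11 of 12 and the Ic list in 12 of 12. The control Ia-like and Ic-like lists kept theirs in 10 of 10, and the control Ib-like list in 8 of 10. Over all comparisons 107 values counted as the same, 67 as moved, and 4 changed direction where the interval of the reported value excludes 0. The same means within that interval or, for the sets of genes, with most of the named genes shared. For single genes these counts were 142, 120 and 8, and 19 of 27 genes kept their direction in 10 settings. The Ib list, whose interval includes 0, also changed sign, in Y-linked cells, and is counted among the 67 values. The Ib list in Ia-like cells, whose interval also includes 0, changed sign within it under the control-reference assignment, to 0.19.

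Clustering settings moved the Ib-like and Ic-like shares. The Ic-like difference was -4.41 points with 10 principal components, -6.10 with fewer variable genes, -29.3 at resolution 0.3 and -8.71 at resolution 1.0, where the Ib-like difference was -0.796. With 5 other seeds the shares were the same. The control-reference assignment gave 24.4 points for Ia-like and -11.4 for Ib-like cells, and its Ic list in Ia-like cells reversed to 0.71. Without the genes that follow the myelin genes, that assignment gave 19.3, -9.91 and -9.44 points for the Ia-like, Ib-like and Ic-like shares. Without these genes in the clustering, the Ia-like difference was 32.8 and the Ic-like difference -3.45 points. The marker score gave 19.99 points for Ia and -7.37 for Ib.

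In the deeper cells of each library the Ic-like difference was -25.5 points, and the Ia, Ib and Ic lists had medians of 1.34, 0.52 and -0.60. In *Xist* cells the Ia-like difference was 5.89 and the Ib-like difference -20.6 points, the Ib list had 0.76, the Ic list -0.21, the control Ib-like list reversed to 0.0941, and *Pcdh20* reversed to -0.69. There 4 of the 10 genes with the lowest ratios were shared. In Y-linked cells the share differences were 27.2, -31.9 and -4.71 points, the lists had 1.06, -1.07 and -0.53, and the control Ia-like and Ib-like lists 0.61 and -0.49. The Ib list and *Lrrc52* (-1.10) changed sign there, *Pou4f1* was -0.26 and *Pcdh20* was 1.96. In these cells *Apoe* (0.70), *S100a13* (2.496) and *Palmd* (1.80) reversed. There 3 of the 10 genes with the highest and 2 of those with the lowest ratios were shared. In Y-linked cells with at least 5 *Gm1821* UMIs the Ib-like difference was -33.8 points and the Ic-like difference reversed to 5.66. In those with under 5 the Ia-like and Ib-like differences were 27.7 and -19.7 points.

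In cells with high myelin-gene RNA the Ia list had 0.96 and the Ib-like difference was -32.9 points. In cells with low myelin-gene RNA the control Ia-like, Ib-like and Ic-like lists had 0.26, 0.00 and -0.0758, the Ic list -0.16, and 4 of the 10 genes with the lowest ratios were shared. The Ia list and *Rxrg* reversed there to -0.0131 and *Pcdh20* to -0.66. Type II-like cells, which express *Rxrg* and *Pcdh20*, were part of these cells, and in the type I cells among them the Ia list had 0.42. In all type I cells it had 0.98. That setting gave no Ib-like or Ic-like share by clusters, because no cluster of low cells carried these names.

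A control Ib-like list without the genes that follow the myelin genes had -0.0192. Lists of 100 genes gave 0.30 for Ia-like and -0.24 for Ic-like, and lists of 25 genes 0.56 and -0.42. With equal weights of the classes *Apoe* reversed to 0.00417 and *Ntng1* reversed to 0.11. With minimums of 0.1 and 10%, 6 of the 10 genes with the highest and 4 of those with the lowest ratios were shared, and with 1 and 50% 5 of the latter, by construction through other genes tested. Means of log values gave 0.15 for the Ia list and -0.13 for the Ic list. A pseudocount of 0.01 gave 0.57 and -0.20 for the control Ia-like and Ib-like lists, 2.07 and 1.04 for the Ia and Ib lists in Ic-like cells, and -1.60 for the Ic list in Ia-like cells. A pseudocount of 0.2 gave 0.24 and -0.19 for the control Ia-like and Ic-like lists, 0.32 for the Ia list in Ic-like cells, 0.45 for the Ia list and -0.25 for the Ic list. By construction a pseudocount acts most on genes near 0.

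The setting with all deposited cells was void, because every cluster counted as neurons. Depth limits the comparison of classes, since the Ib-like class held 12 iCKO cells and the type II-like class 7, and *Lrrc52*, with 101 and 83 UMIs, weighs as much in its list as *Calb1*.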

Other observations

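In this part, the tests of depth for the Ia-like share, of doublets and of former Ib or Ic cells for *Runx1* in Ia-like cells, and of the larger Ia-like share for *Sh3bgr* were written before their results were seen, and all others were chosen only after the results were seen.

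*Runx1* RNA was not lower in the library labelled iCKO. The lower depth of that library does not account for this, since the log2 ratio at equal depth was 0.39. Free *Runx1* RNA in the droplets of iCKO is limited to 0.202 per 10000 by its 7 type II-like cells. The iCKO mean of 1.12 less that limit is 0.921, which is still not below the iCON mean of 0.867, so free RNA alone does not account for it. Exchanged labels and a deleted allele still transcribed to its 3′ end cannot be told apart from these tables. Exchanged labels might give a *Runx1* ratio above 0 in each class, and the smallest ratio over the classes of the control-reference assignment was 0.25. That was in Ib-like cells, with a counting interval of -0.0254 to 0.51 that includes 0. By clusters the ratio in Ib-like cells was -0.0321 on 12 iCKO cells. A deleted allele could give the same, as the 3′ assay counts transcripts without an internal exon, and the ratio within Ic-like cells by clusters was 0.34. What keeps this open is that the reads over the floxed exon were not analysed here.

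The Ia-like share was larger in the library labelled iCKO. The sex make-up does not account for it, since weighting both libraries to the sexes of iCON left a difference of 16.0 points. Depth does not either, as the marker score at equal depth gave 20.03 points. With both libraries weighted to the myelin-gene make-up of iCON, the difference by clusters was 9.55 points, and with both weights together it was 11.4 points. By the control-reference assignment these differences were 23.6 and 20.9 points, and by the marker score 20.6 and 17.4 points. Differences among the pooled animals cannot be told apart from the genotype, because the animals of a cell are unknown. Sex and *Gm1821* divide each library into 3 groups of cells that may stand for sets of animals. The lowest Ia-like share of an iCKO group exceeded the highest of an iCON group by 2.47 points by clusters, 2.92 points by the control-reference assignment and 2.02 points by the marker score. The lowest iCKO group held 24 cells, with an interval of 12.6 to 51.1%, so this order is within counting error. An effect of the genotype stays open, and no measured loss of *Runx1* RNA supports a direction.

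Many *Lypd1*-high cells of the library labelled iCKO also held *Calb2*. Free *Calb2* RNA in the droplets would give type II-like cells a like level, but their mean was 1.47 per 10000 in iCKO, against a median of 43.2 in *Lypd1*-high cells. Doublets of a *Calb2*-high and a *Lypd1*-high cell would hold more UMIs, yet the median depth of *Lypd1*-high over *Lypd1*-low cells in iCKO was 1.01. Sex does not account for it, since the lower of the medians within a sex in iCKO was 22.8, against 0.660 and 2.67 in iCON. By sex and *Gm1821* group the medians were 0.660, 3.21 and 1.92 in iCON and 44.4, 13.0 and 23.2 in iCKO. A candidate explanation is that Ic-like cells gained Ia marker RNA with the iCKO genotype. This remains a hypothesis, found and tested on the same cells, and batch differences of the library preparations were not tested.

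Ia-like cells of the library labelled iCKO held *Runx1* RNA, at 0.948 per 10000 against 0.192 in iCON. Free RNA is limited in iCKO to 0.202 per 10000 by its type II-like cells, below that mean. Doublets are unlikely as the whole cause, since Ia-like cells with *Runx1* after thinning had 0.9748 times the median depth of those without. Former Ib or Ic cells now counted as Ia-like might carry *Runx1* along with other Ib or Ic RNA. In iCKO the control Ib-like and Ic-like lists in Ia-like cells with *Runx1* over those without had medians at percentiles 50.9 and 44.4 of random lists, while the control Ia-like list had a median of -0.25 at percentile 0, with 12 of 50 genes higher. In iCON the Ib-like and Ic-like lists had medians of 0.20 and 0.54 at percentiles 97 and 100. *Lypd1* in these iCON cells was 6.54 per 10000 with *Runx1* and 0.384 without. A few Ia-like cells of iCON were high in *Lypd1* and low in *Calb2*, so these iCON medians may come in part from such cells. The control Ia-like list was lower with *Runx1* in iCON too, with a median of -0.48 at percentile 0 and 5 of 50 genes higher. Among single genes in thinned iCKO cells, *Calb1* was 2.05 per 10000 UMIs with *Runx1* and 0.25 without, and *Ntng1* 1.03 and 0.136. *Pou4f1* was also higher with *Runx1*, at 0.0938 and 0.0227, though near 0. *Lypd1* stayed at 0.0104 and 0.0114, and *Grm8* was 0 in both. Whether these cells would have been Ib or Ic cells cannot be told apart from *Runx1* RNA in Ia cells, because cells that lost most Ib and Ic RNA would give medians near 0 as well. By sex and *Gm1821* group *Runx1* in Ia-like cells was 0.190, 0.182 and 0.244 in iCON and 0.909, 0.811 and 1.09 in iCKO.

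*Gm1821* was the gene with the lowest ratio, and its RNA was on or off by group of cells. Reads moved between *Gm1821* and its parent gene *Ubb* would leave their sum unchanged, but the log2 ratio of the sum was -2.21, so moved reads are not the whole cause. Part of the reads may still be shared, since *Ubb* went opposite to *Gm1821* within each library. In Y-linked cells it was 3.36 per 10000 with at least 5 *Gm1821* UMIs and 6.61 with fewer in iCON, and 1.09 and 2.44 in iCKO. The RNA was not shifted alike in all cells of a library, as 29.3% of Y-linked cells but 0 of 319 *Xist* cells of iCKO held at least 5 UMIs. An inherited difference among the pooled animals cannot be told apart from other causes of this division, because the animal of each cell is unknown.

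*Sh3bgr* had the highest ratio and starts 3.37 Mb from the end of *Runx1* on chromosome 16. A larger share of Ia-like cells does not account for it, since the smallest ratio within Ia-like cells over the 3 assignments was 0.52, and within Ic-like cells the ratios were 2.57, 2.71 and 2.62. A variant carried along with the floxed allele could raise it. The 18 other genes past the expression minimum within 5 Mb of *Runx1* had a median absolute log2 ratio of 0.18, at percentile 91.1 of random sets, with a largest value of 0.31. This cannot be told apart from an effect of the genotype, because a passenger variant can act on a single gene and both come with the same allele. *Sh3bgr* was also gene 12 of the control Ia-like list, of which 45 genes were higher and 5 lower in iCKO. *B3gat1*, gene 6 of that list, had ratios of 0.44 in Ia-like and 3.32 in Ic-like cells by clusters. A like rise thus occurred in a gene on another chromosome, chromosome 9. By sex and *Gm1821* group *Sh3bgr* was 0.396, 0.220 and 0.344 per 10000 in iCON and 1.54, 1.03 and 1.24 in iCKO.

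The hair cell list had a mean log2 ratio of 0.80 beside a median of 0.04. The 2 unusual cells with 1100 and 442 *Pcp4* UMIs had 79487 and 60518 UMIs, and the other iCKO cells held 16 *Pcp4* UMIs together. Without these cells the mean was -0.0223. They may be neurons joined with another cell. No biological explanation was tested.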
